A study of Homo sapiens with 4 samples.

How the data were processed

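Total RNA of HCT116 and A549 cells transfected with miR-891b or NC1 was labelled with Cy3 from 100 ng and hybridised to Agilent 1-colour gene expression arrays, per the labels. The samples were grouped by their titles, with 1 array in each of 4 groups. Per the file headers, the scans were quantified with Feature Extraction 11.5.1.1, which subtracted a background and removed spatial trends within each array, and the probe coordinates are on hg19. The deposited scanner files hold intensity values on a linear scale, with no scaling between arrays. The deposited table of the authors' processed values holds log2 values, whose making is not stated. Set against the scanner file of the same array, these log2 values equalled the log2 processed signal minus the array's 75th percentile to within a median of 0.0069 or less per array (largest difference 0.36), so they have the scale of the main setting here and were used as an alternative.

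In the main setting, spots with an outlier mark were left out, and the processed signal was averaged over the spots of a probe. Log2 of that mean was taken, and the 75th percentile of each array over gene probes was subtracted. Processed signals at the 75th percentile were 54.9, 57.0, 74.8 and 74.2 for HCT116 NC1, HCT116 miR-891b, A549 NC1 and A549 miR-891b. A gene was represented by its probe with the highest mean over the 4 arrays. A gene was counted as measured in a line where the probe was well above background on both arrays of that line, by the mark that Feature Extraction sets, and in the additive model where it was on at least 2 of 4 arrays. With 1 array per group, a change was called by size, at 2-fold or more. Changes are miR-891b minus NC1 throughout.

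The additive model was fitted with limma 3.58.1 (lmFit and eBayes) in R 4.3.3 on all 4 arrays, with the cell line as a term and Benjamini-Hochberg adjustment. The slide coincided with the cell line, so that term also takes up the slide. List medians were compared with 10000 random lists drawn in 10 bins of mean signal. The 7 lists (serine synthesis and one-carbon, ATF4 targets, extracellular vesicle biogenesis and release, interferon response, p53 targets, G2/M and mitosis, DNA replication) and the markers of each line were written from general knowledge before the data were examined. A list of 8 NRF2 targets was added afterwards. The other values were computed in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3.

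Genes were named by rules set before the data were examined. These were the genes of the lists, the 6 genes with the lowest and the 6 with the highest mean change among those past 2-fold in the same direction in both lines, and the 3 lowest and 3 highest in each line. Probes named only by an accession or a locus number were left out of those rankings. Some items that these rules select are not reported here. Gene names are those of the array design, which can be old. Of 43317 names, 21081 were current symbols of the RefSeq table for GRCh38.p14 and 1624 were older ones, and that table was used for names only.

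Areas of stray signal were defined after the data were seen. For each spot and array, the nearby spots (within 10 rows and 10 columns) that were dim on the other arrays were taken, and the area was called disturbed where at least 10% of them were well above background on this array. The limit of 10% was picked after limits of 8% and 15% had also been looked at. A probe was left out where this held on any array, which removed 8559 probes and kept 49642. On HCT116 miR-891b, 10.5% of gene spots lay in such areas, against 2.20% on HCT116 NC1, 1.83% on A549 miR-891b and 0.021% on A549 NC1.

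The planned comparison of seed sites in 3′ untranslated regions was replaced by a ranking of 7-mers in the probe sequences, since transcript sequences were not used here. For each 7-mer in at least 50 probes, or 25 where fewer probes entered, the mean change of probes with it was set against that of probes without it.

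The steps were tested on simulated data. With the spread between the lines drawn from limma's own fitted model, the additive fit called 93 of 200 changed genes among 22711 and 4 unchanged ones, with 5.12% of unchanged genes at an unadjusted p under 0.05. It called 0 of 40 genes changed 2-fold, 0 of 40 changed 4-fold and 21 of 40 changed 8-fold. The other calls came from larger changes, with 33 of 40 at 16-fold and 39 of 40 at 64-fold. Such large changes also loosen the Benjamini-Hochberg limit, so the 21 calls at 8-fold hold only for this mix of planted sizes. The 5.12% follows from drawing the spread from the model that was then fitted. It does not check the fit on the real arrays. A first version of the simulation drew a wider spread from the observed differences between the lines and was replaced after no changed gene had been called under it, so the share recovered depends on the spread assumed. Of 100 random lists of 20 genes with a shift of -0.3, 98 fell outside the 2.5th to 97.5th percentile of random lists, and 4 of 100 did with no shift. A planted 7-mer shift of -0.2 was ranked 1, and one of -0.1 was ranked 1204.

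The alternatives tried were normexp background correction (offset 50) with quantile normalization, quantile normalization, median scaling over probes well above background, the authors' processed values, the mean over the probes of a gene, 3 other filters on dim probes, thresholds of 1.5-fold and 3-fold, an intensity trend in limma and no cell line term.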

Results

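Gene expression was measured with 1-colour microarrays in 2 human cancer cell lines after transfection with the microRNA miR-891b or with a negative control RNA, NC1. HCT116 is a colorectal cancer line and A549 is a lung cancer line. The series concerns PSAT1, the aminotransferase of the serine synthesis pathway, and the release of extracellular vesicles by cancer cells. Each of the 4 groups (HCT116 NC1, HCT116 miR-891b, A549 NC1 and A549 miR-891b) was represented by 1 array. No difference within a line therefore has a replicate check, no p-value is given for one, and the number of arrays limits the precision of every value below. Both arrays of a line were on the same slide, so a comparison between the lines cannot be told apart from a comparison between slides, whereas miR-891b and NC1 were compared within a slide.

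Each array carried 58201 gene probes on 60901 spots. The probes well above background numbered 26754 (46.0%) on HCT116 NC1, 26015 (44.7%) on HCT116 miR-891b, 29138 (50.1%) on A549 NC1 and 29258 (50.3%) on A549 miR-891b. No gene spot was saturated on any of the 4 arrays. Probes printed at 5 or more measured spots gave the spread of a log2 difference within an array pair. The median SD of that difference was 0.061 over 276 probes in HCT116 and 0.071 over 287 probes in A549. This spread covers the spots only, not the cultures or the labelling. Of 308 negative control spots per array, 11 were well above background on HCT116 miR-891b, all between rows 4 and 92 of the 384 rows, and 2 were on A549 miR-891b. None was on either NC1 array.

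Genes fixed beforehand as markers were used to check the cell line labels. On the NC1 arrays, AKR1B10 was higher in A549 than in HCT116 by 12.2 on the log2 scale, AKR1C1 by 11.9, ALDH3A1 by 7.89, KRT81 by 3.80 and NQO1 by 2.36. ALDH1A1 was not well above background in HCT116 and was at least 8348-fold higher in A549, taking the lowest signal well above background on the dim array as the bound. The A549 minus HCT116 difference was -6.75 for CLDN7, -5.23 for CDX2, -4.92 for EPCAM and -3.13 for CLDN3. These 10 genes kept their direction on the miR-891b arrays. SFTA1P, listed as an A549 marker, was instead higher in HCT116, with a difference of -1.11. ELF3, listed as an HCT116 marker, was higher in A549 by 1.62, and CDH1 differed by -0.24. LGALS4, also listed for HCT116, was not well above background there and was at least 18.3-fold higher in A549. GPA33 was not well above background on any array. AKR1C2 was not found under that name.

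The first comparison asked whether PSAT1 mRNA differed between miR-891b and NC1 cells. PSAT1 was measured by 1 probe. Relative to the array's 75th percentile, its log2 signal in HCT116 was 6.22 with NC1 and 5.41 with miR-891b, a change of -0.81. The corresponding A549 signals were 5.76 and 4.17, a change of -1.58. Both changes exceeded the spot-level SD, and neither could be set against a spread between cultures. Quantile normalization moved them most, to -0.71 in HCT116 and -1.41 in A549. PHGDH (probe at chr1:120285529-120285588, hg19), the first enzyme of the same pathway, changed by -0.92 in HCT116 and -1.50 in A549. Its spot lay in an area of the HCT116 miR-891b array with stray signal, where 12.03% of nearby spots that were dim on the other arrays were well above background. PSPH, the last enzyme, changed by -0.27 and -0.59.

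**Figure D1:**
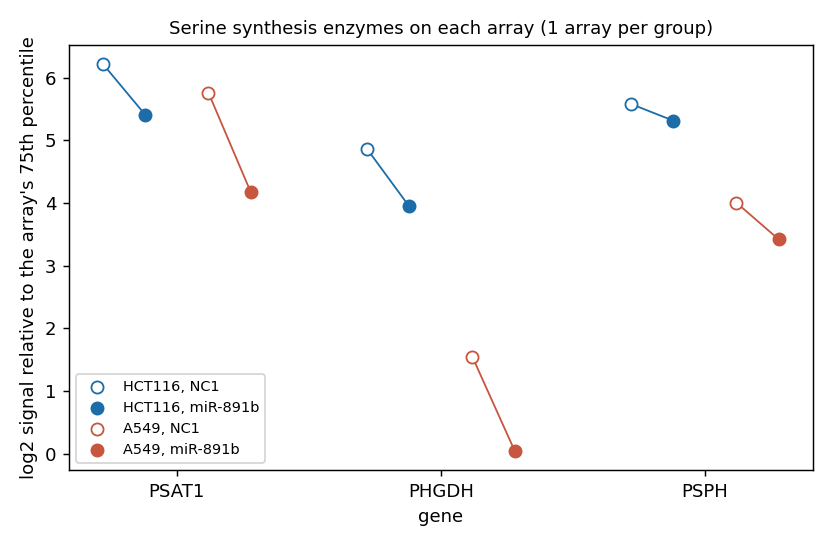
Log2 signal relative to the array's 75th percentile (vertical axis) for PSAT1, PHGDH and PSPH on each of the 4 arrays, with open circles for NC1, filled circles for miR-891b and a line joining the arrays of a line. All 6 pairs fall, and PSAT1 in A549 goes from 5.76 to 4.17.

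In HCT116, 161 of 19105 genes well above background on both arrays were at least 2-fold lower with miR-891b and 221 were at least 2-fold higher. In A549 the counts were 1189 lower and 854 higher among 21336 genes. The SD of the log2 change over genes was 0.38 in HCT116 and 0.61 in A549. These counts depended on the treatment of dim probes, among other choices. Without a filter on them the counts rose to 1434 lower and 2788 higher in HCT116, and to 3081 and 2934 in A549. Genes higher with miR-891b made up 57.9% of the called genes in HCT116, against 72.7% after normexp background correction with quantile normalization, 64.3% after median scaling, while quantile normalization gave as many lower as higher genes. In A549 the share was 41.8%, with 43.9%, 49.7% and 48.7% under the same alternatives. Filter and threshold moved the shares further: among genes with control signal above the median they were 22.03% in HCT116 and 21.3% in A549, and in HCT116 they were 40.9% at 1.5-fold and 84.0% at 3-fold. The filter on control signal selects on a term of the change itself and so favours genes that fell. Of the 46 called HCT116 genes with 2 or more measured probes, 13 had probes of opposite sign, and of 422 such A549 genes, 50 did.

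The calls in HCT116 were uneven over the array. Of 9615 genes measured in rows 1 to 192, 147 (1.53%) were at least 2-fold higher, against 74 of 9490 (0.780%) in rows 193 to 384. The shares of lower genes were 0.801% and 0.885%. In A549, 3.91% and 4.10% of genes were higher in the same row ranges. Without the 14.7% of probes in areas with stray signal on any array, HCT116 had 143 lower and 139 higher genes, so that 49.3% of the called genes were higher.

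**Figure D2:**
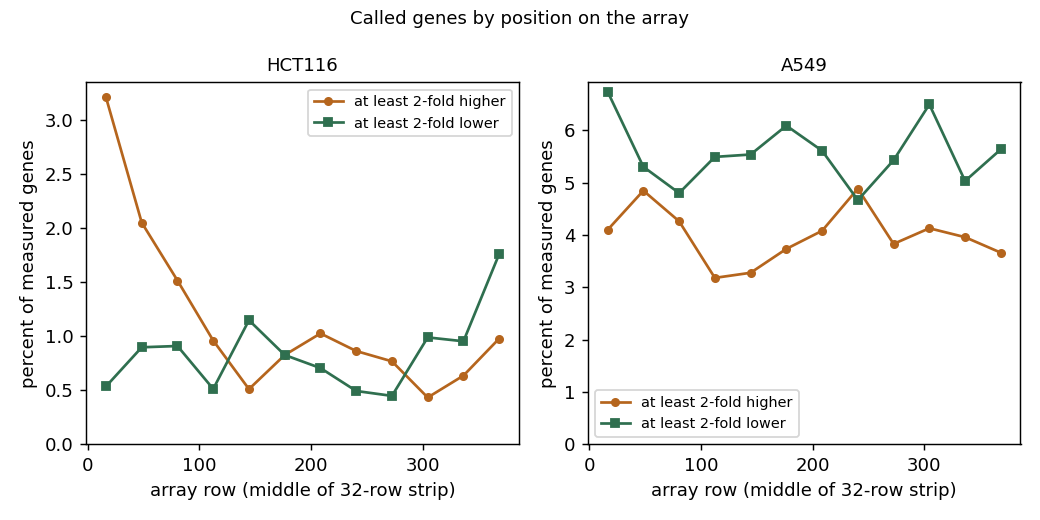
Percent of measured genes at least 2-fold higher (circles) or lower (squares) with miR-891b in each of 12 strips of 32 array rows, for HCT116 and A549. In HCT116 the higher genes concentrate in the first rows, where 54 of 1685 genes in rows 1 to 32 were higher and 9 were lower.

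The largest changes within a line were named by a fixed rule. In HCT116 the most lowered genes included IL21R (-2.35) and TNNC1 (-1.87). In A549, IL21R and TNNC1 were well above background with NC1 but not with miR-891b, and were at least 2.79-fold and 4.90-fold lower. The most raised genes in HCT116 were ZNF563 (4.64), AKR1B15 (4.54) and TBX3 (4.51), and the spots of all 3 lay in areas of stray signal on the HCT116 miR-891b array. A second TBX3 probe, in row 331 and outside such areas, changed by 0.19. In A549 the most lowered genes were OIP5 (-3.45), NEB (-3.39) and DSCC1 (-3.34), and OIP5 and DSCC1 changed by -0.26 and -0.52 in HCT116. The most raised were SPOCK3 (4.92), ADAMTS8 (4.64) and UGT2B15 (3.60). The SPOCK3 and ADAMTS8 spots lay in areas of stray signal on the A549 miR-891b array, and a second SPOCK3 probe outside them on the A549 arrays changed by 0.72.

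The next comparison asked whether the lines changed alike. Among 18062 genes well above background on all 4 arrays, 16 were at least 2-fold lower in both lines, where independent lines would share 7.09, and 29 were at least 2-fold higher in both, where 5.68 would be shared. A further 15 genes were past 2-fold in opposite directions, with 14.02 under independence. Across genes, Pearson's r of the log2 changes was 0.135 and Spearman's rho was 0.128. Genes are not independent replicates, and no p-value is given. Without a filter on dim probes, 171 genes were lower and 309 were higher in both lines, against 102 and 189 under independence. Opposite calls also exceeded independence in that setting, with 386 against 295.

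Among the genes well above background on all 4 arrays and lower in both lines, PRR15L (chr17:46029389-46029448) had the most negative mean change, with -1.64 in HCT116 and -2.68 in A549. CLIC3 changed by -1.12 and -2.18, SULT2B1 by -1.05 and -2.15, NR4A3 by -1.07 and -2.12, SLPI by -1.26 and -1.60, and MARCH2 by -1.22 and -1.44. Of those higher in both lines, the highest mean changes belonged to CCL26, with 2.65 in HCT116 and 3.12 in A549, and DUSP13 (chr10:76854216-76854275), with 2.60 and 3.16. IL6R changed by 1.69 and 3.20, SLC5A11 by 2.03 and 2.26, ECM1 by 1.90 and 2.32, and DCLK1 by 2.30 and 1.75. The MARCH2 and SLC5A11 spots lay in areas of stray signal on the HCT116 miR-891b array.

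**Figure D3:**
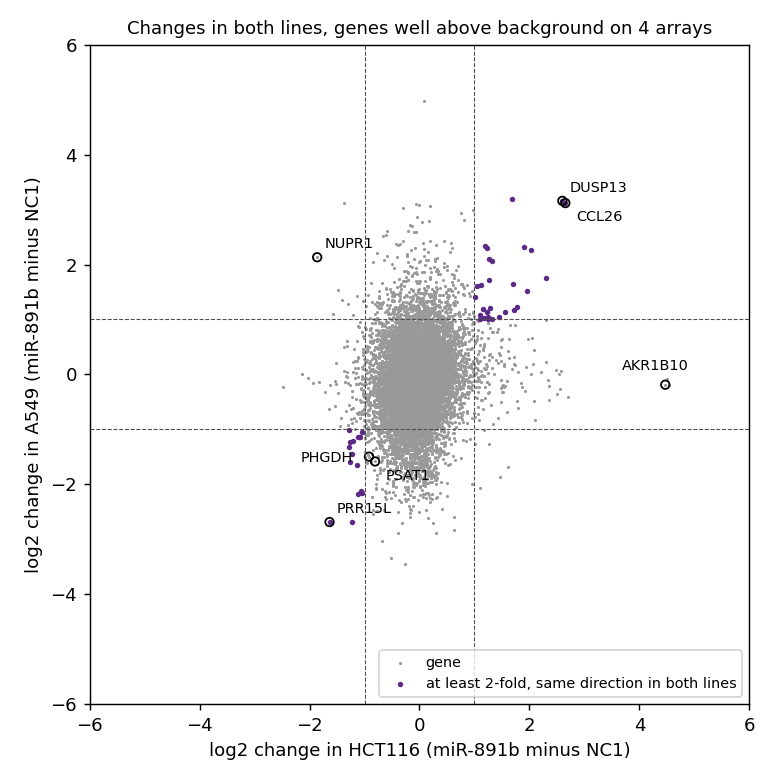
Log2 change (miR-891b minus NC1) in HCT116 (horizontal) and A549 (vertical) for the 18062 genes well above background on all 4 arrays, with dashed lines at 2-fold. Purple points are the 16 genes lower and 29 genes higher at least 2-fold in both lines, and circles mark genes named in the text.

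The lines were also taken as the only replication of the transfection, in an additive limma model with a term for the cell line and 1 residual degree of freedom. Of 22711 genes, 0 had a Benjamini-Hochberg adjusted p under 0.05, and the smallest adjusted p from limma was 0.793. At an unadjusted p under 0.05 in the limma fit there were 1214 genes, little more than that limit lets through among 22711 genes with no effect. With no filter on dim probes 6 genes passed, all higher with miR-891b: CCL26, DUSP13, KHDRBS2, KRT34, LOC101927482 and LY96. Of these, CCL26 and DUSP13 were well above background on all 4 arrays, and the other genes were named after their values were seen. CCL26 and DUSP13 had the same changes in the main setting, where neither passed. With the dim probes included, the prior degrees of freedom, the weight of the spread shared by all genes, were 11.05 against 3.18. Their calls thus came with another estimate of the spread, not with other values of their own.

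Gene lists fixed before the data were examined were then compared with 10000 random lists of the same size matched on signal. The serine synthesis and one-carbon list had a median change of -0.30 over 11 genes in HCT116, at percentile 0.635 of the random lists, and -0.46 over 12 genes in A549, at percentile 1.83. Normexp with quantile normalization moved the A549 median most, to -0.30. The ATF4 target list had a median of -0.41 in HCT116, below all random lists, and 0.0023 in A549, at percentile 78.5. ASNS (-1.06), CHAC1 (-1.54), DDIT4 (-1.24) and NUPR1 (-1.86) were at least 2-fold lower in HCT116. In A549, NUPR1 was higher by 2.13, DDIT3 by 1.56 and ATF3 by 1.26, the only 3 past 2-fold. The A549 genes of this list went both ways. Of the 16 measured there, 8 fell, DDIT4 (-0.82) and ASNS (-0.71) included. The list of extracellular vesicle biogenesis and release genes had medians of -0.067 over 34 genes in HCT116 and 0.014 over 35 genes in A549, at percentiles 37.0 and 86.2. Its A549 mean, -0.12, had the opposite sign to its median. VAMP7 (-1.51), FLOT1 (-1.45), PDCD6IP (-1.12) and RAB31 (-1.06) were at least 2-fold lower in A549, and EXPH5 (1.01) was higher. No measured gene of this list was past 2-fold in HCT116. TSPAN8 was left out there, as it was not well above background on both arrays. Its log2 signal was -4.30 with NC1 and -1.82 with miR-891b. The NC1 value lay below the lowest signal well above background on that array (-3.55), so the size of this rise is not known. The interferon list had a median of -0.39 in HCT116, at percentile 0.110, and 0.044 in A549, at percentile 69.7. The A549 genes went both ways, with a mean of 0.33, IFI44 (2.81), MX1 (1.77) and IFIT3 (1.198) at least 2-fold higher and OASL (-1.48) lower. The p53 target list had medians of 0.052 and -0.20, at percentiles 90.3 and 16.9, and its means of -0.00062 and 0.070 had the opposite signs. Its genes GDF15 (1.335) and TP53INP1 (1.485) were at least 2-fold higher in A549, and none was at least 2-fold lower.

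The lists of cell cycle genes separated the lines. The G2/M and mitosis list had a median of -1.74 in A549, below all random lists, and each of its 20 genes was at least 2-fold lower. Its HCT116 median was 0.034, at percentile 90.4, with no gene past 2-fold. The DNA replication list had a median of -1.52 in A549, also below all random lists, with 18 of 20 genes at least 2-fold lower, and -0.072 in HCT116, at percentile 39.3. The difference between the lines was not tested, since each rests on 1 array per group.

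**Figure D4:**
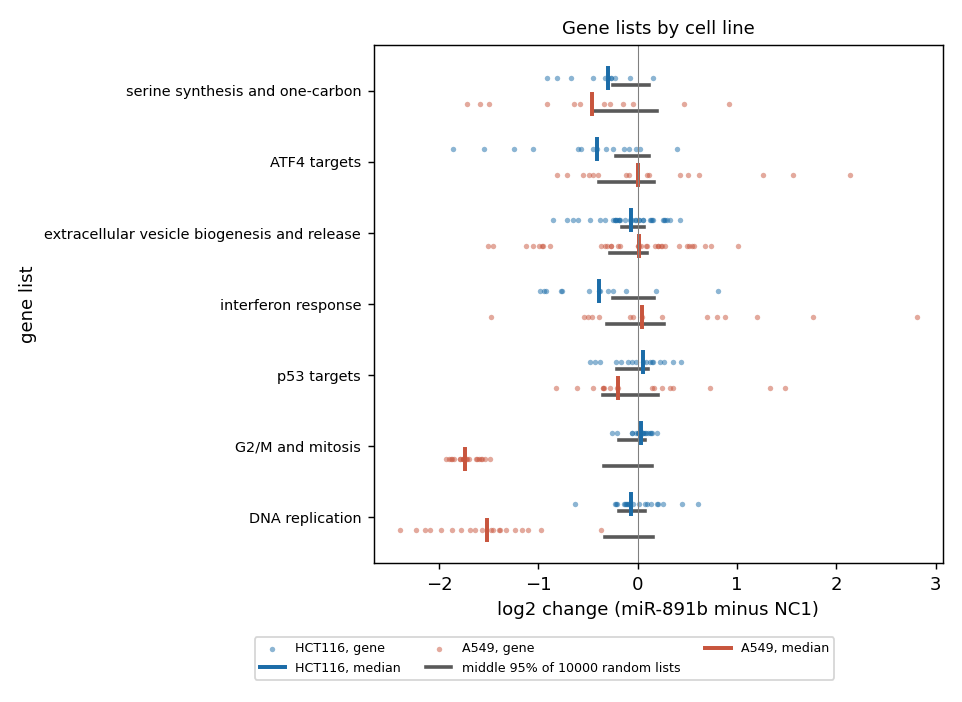
Log2 change (miR-891b minus NC1, horizontal axis) of each measured gene of the 7 lists (points), the list median (vertical bars) and the central range of medians of 10000 matched random lists (grey bars), by cell line. The A549 medians of the G2/M and DNA replication lists, -1.74 and -1.52, lie below their grey bars.

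A microRNA acts mainly through its seed, which pairs with complementary sites in transcripts. The mature miR-891b sequence was taken as UGCAACUUACCUGAGUCAUUGA, from general knowledge and not from the files, and its positions 2 to 8 pair with AAGTTGC. This 7-mer was looked for in the 60-base probe sequences, which sample only part of each transcript. It occurred in 95 of the probes well above background on all 4 arrays. In A549 the mean change of probes with it was lower than that of probes without it by a difference of -0.43, which was the lowest of 9835 7-mers found in at least 50 probes, and 82.1% of the probes with it were lowered. In HCT116 the difference was -0.076, at rank 350 of 9834. It ranged over the other settings from -0.022 (rank 1534 of 5030, control signal above the median) to -0.080 (rank 246 of 9008, outside areas of stray signal). It was -0.033 at rank 836 with normexp and quantile normalization, and -0.061 at rank 1166 of 9842 in rows 193 to 384. The rank in A549 was 1 in each setting in which the 7-mers were ranked. These were the 4 other normalizations or value sources, both restrictions by array position and control signal above the median. The differences ran from -0.31 (normexp with quantile normalization) to -0.56 (control signal above the median). Median scaling shifts all probes of an array alike, so it could change neither difference nor rank. The authors' values have the scale of the main setting and left little room for a change. Sites in the PSAT1 transcript were not analysed here.

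**Figure D5:**
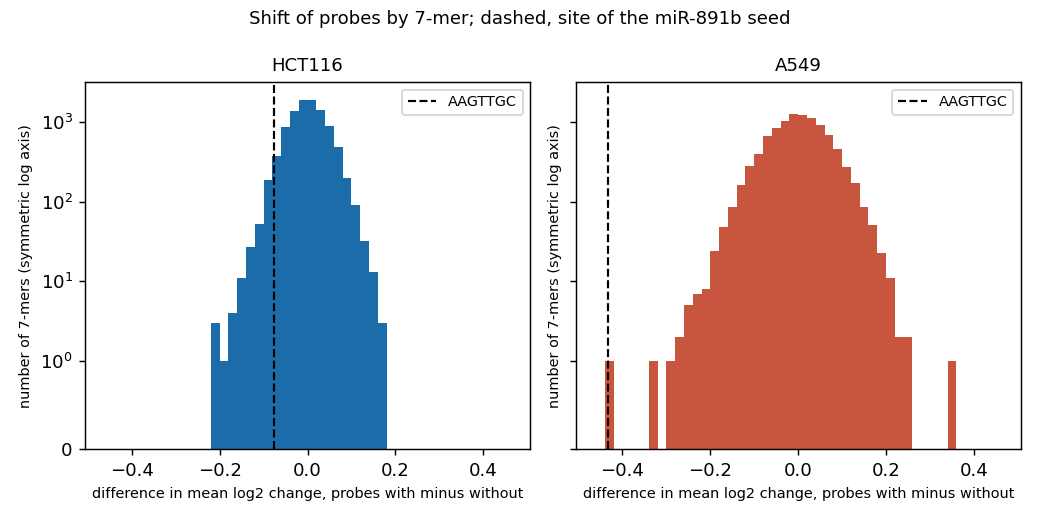
Number of 7-mers (vertical axis, symmetric log scale) by the difference in mean log2 change between probes with and without the 7-mer (horizontal axis), in HCT116 and A549, with the 7-mer AAGTTGC as a dashed line. In A549 it is the lowest 7-mer at -0.43, and in HCT116 it lies at -0.076.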

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

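The tests of stray fluorescence, sequence binding, array scaling and swapped samples, and the random lists drawn within a setting, were chosen after the results they bear on had been seen.

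Negative control spots carry no gene and were not used in the comparisons. On HCT116 miR-891b, 11 of them were well above background, while 0 were on HCT116 NC1. Binding of labelled RNA to the control sequence would brighten all 308 spots, but their median signal exceeded that on HCT116 NC1 by only 0.032 intensity units, which argues against it. Stray fluorescence in part of the array may account for them, as all 11 lay in rows 1 to 192, which held most of the disturbed areas of that array. The match is incomplete: 5 of the 11 lay inside the disturbed areas and 6 lay outside. On A549 miR-891b, 2 negative control spots were bright, and both lay inside the disturbed areas, which held 5 of that array's 308. No biological explanation was tested for either array.

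The G2/M list changed in opposite directions in the lines, with an A549 median 1.77 below that of HCT116 (difference -1.77). This difference was not tested. Array scaling as the cause is argued against by the A549 median of -1.42 under the scaling that brought it nearest to 0, below all 10000 random lists drawn under that scaling. Without probes in disturbed areas the median was -1.73, which argues against stray fluorescence. A swap of the A549 samples is argued against by the probes with the seed site, whose mean difference of -0.43 was the lowest of all 7-mers ranked, since a swap would raise them. The HCT116 median lay close to 0, so its sign carries little weight. A lower share of dividing A549 cells after transfection with miR-891b is a candidate explanation and a hypothesis only. A difference between the 2 A549 cultures with another origin, such as density at harvest, stays open with 1 array per group.

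For the ATF4 targets the A549 median exceeded the HCT116 median by 0.42, with signs that differed only because the A549 median lay at 0.0023. That sign was not stable: the A549 median was -0.10 outside the disturbed areas and 0.10 with the mean over probes. The difference was not tested. The lowering in HCT116 had a median of -0.32 under the scaling that brought it nearest to 0 and -0.41 without probes in disturbed areas, at percentile 0 of random lists drawn within each setting, which argues against array scaling and stray fluorescence. An effect of miR-891b and a difference between the 2 HCT116 cultures, such as nutrient supply, both stay open and were not tested.

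The interferon list had an A549 median above the HCT116 median by 0.43, a difference that was not tested. Its HCT116 median was -0.30 under the scaling that brought it nearest to 0 and -0.38 without probes in disturbed areas, at percentiles 0 and 0.080 of random lists drawn within each setting, which argues against scaling and stray fluorescence. The A549 median lay near 0 in the main setting. It was -0.046 with the mean over probes, 0.12 with no filter on dim probes and -0.43 with control signal above the median. Its sign therefore carries little weight. The filter on control signal favours genes that fell, and the HCT116 median under it was -0.77. A difference in the response to the transfected RNA may contribute in either line, but no test here separates it from other differences between the cultures.

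NUPR1 was lower in HCT116 and higher in A549, with a difference of 3.99 between the changes that was not tested. Its spot lay outside the disturbed areas, with at most 5.83% of nearby dim spots bright on any array, which argues against stray fluorescence. Scaling stays open in part: the HCT116 change was -0.92 after normexp with quantile normalization, below 2-fold, and -1.83 and -1.82 under the other scalings, while the A549 change stayed between 2.19 and 2.34. A response that differs between the lines may exist, but a single array per group cannot show it.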

How the results depend on the processing

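The settings that left out probes in disturbed areas or in rows 1 to 192, and all rankings of the seed 7-mer in the probe sequences, were chosen after the data had been seen. The cell line term of the additive fit already pairs miR-891b with NC1 within each line, and no other pairing could be made with 1 array per group. The slide as a block was not run, since it coincides with the cell line, and the comparisons over 3′ untranslated regions (longest or shortest region, with or without adjustment for length) were not run, since those sequences were not used here. None of the values reversed where it had been called. A value was taken as unmoved within the spot SD of 0.071, a count within 1.5 times, and r within 0.035, its SD over 12 strips of rows. Where no cause is named below, the cause was not tested.

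PSAT1 stayed lower under the 4 other normalizations or value sources, the only alternatives able to move its single bright probe. It changed by -0.71 in HCT116 and -1.41 in A549 after quantile normalization, and by -1.42 in A549 after normexp with quantile normalization.

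Counts past 2-fold fell with normexp, to 12 lower and 32 higher in HCT116, 430 and 337 in A549, and 1 and 4 in both lines. Normexp with an offset of 50 narrows the changes of dim probes by construction. The genes higher in both included DUSP13, SLC5A11 and SNAR-G1. Of the called genes, 39 in HCT116 and 691 in A549 were shared with the main setting. With no filter on dim probes the counts rose to 1434 lower and 2788 higher in HCT116, 3081 and 2934 in A549, and 171 and 309 in both. With probes well above background on at least 1 array they were 855 and 1521, 1826 and 1657, and 100 and 186. With control signal above the median, a filter on a term of the change that favours genes that fell, fewer genes entered, and 46 lower and 13 higher remained past 2-fold in HCT116, 804 were lower and 217 higher in A549, and 3 were lower and 3 higher in both. Those lower included NXPH4 and ENST00000554254, and those higher SNAR-G1 and ENST00000431244. These names were taken after their values were seen.

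At 1.5-fold the counts were 1080 lower and 747 higher in HCT116, 3259 and 2368 in A549, and 250 and 163 in both. At 3-fold they were 13 and 68, 326 and 223, and 1 (PRR15L) and 7. With the mean over the probes of a gene, 19 genes were higher in both lines. Outside the disturbed areas 139 genes were higher in HCT116. Limits of 8% and 15% for such areas gave 128 and 168. With only the probes in rows 193 to 384 kept, fewer genes entered than in the main setting. Of these, 96 were lower and 81 higher in HCT116, 672 and 495 in A549, and 6 and 14 in both. A gene could here be represented by another of its probes, so 10724 genes entered in HCT116 and 12030 in A549. The split of the main setting by rows had 9490 and 10638 in those rows, so its counts differ.

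Pearson's r between the lines was 0.053 with no filter on dim probes and 0.067 with probes well above background on at least 1 array. The additive limma fit called 6 genes with no filter on dim probes and 0 under every other alternative, with 617 to 1321 genes at an unadjusted p under 0.05 apart from 68 without the cell line term.

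Of 140 list medians under the alternatives, 108 did not move. These include 14 with the authors' values and 14 with median scaling, which had little room to move. The authors' values have the scale of the main setting. Median scaling shifts all genes of a line alike, here by less than 0.071. With normexp and quantile normalization the serine list had -0.21 in HCT116 and -0.30 in A549, the ATF4 list -0.32 in HCT116, the vesicle list 0.13 in A549, the interferon list -0.30 in HCT116, the p53 list -0.073 in A549, the G2/M list 0.11 in HCT116 and -1.42 in A549, and the DNA replication list 0.028 and -1.14. After quantile normalization alone the serine list had -0.30 in A549, the vesicle list 0.15, the p53 list -0.12, the G2/M list -1.65, and the DNA replication list 0.0058 in HCT116. With control signal above the median, the serine list had -0.61, the ATF4 list -0.26, the interferon list -0.43 and the p53 list 0.15 in A549, and the interferon list -0.77 in HCT116. With the mean over probes, the A549 medians were 0.10 for ATF4 targets, -0.046 for interferon and -1.60 for DNA replication. The A549 interferon median was 0.12 with no filter on dim probes and 0.14 with probes well above background on at least 1 array. Outside disturbed areas the A549 medians were -0.10 for ATF4 targets and 0.085 for the vesicle list, and the HCT116 median for DNA replication was 0.0086. In rows 193 to 384, the serine list had -0.37, the ATF4 list -0.24 and the G2/M list -1.61 in A549, and the DNA replication list 0.087 in HCT116.

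The 37 named-gene changes past 2-fold kept their direction under all 5 alternatives tried on them. All 37 stayed past 2-fold with the authors' values, median scaling and quantile normalization, 32 with the mean over probes, and 20 with normexp and quantile normalization. The authors' values and median scaling left little room for a change. Signal over background limits these results, since the counts changed with the treatment of dim probes, as they did with the threshold and with normexp.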

Other observations

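The tests in this part were chosen after the result was seen, the rank of the seed 7-mer in the probe sequences included, apart from the NRF2 target list, whose prediction was written before the values of its 8 genes were seen. A rank of the same 7-mer had been planned for 3′ untranslated regions only.

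The excess of higher genes in rows 1 to 192 in HCT116 may come from stray fluorescence on the HCT116 miR-891b array. The share of higher genes was larger in those rows than in the rest by 0.749 percentage points, and by 0.104 percentage points outside the disturbed areas. Within the disturbed areas of those rows, 81 of 2076 genes (3.90%) were higher. A different test had been run first and left the matter open. Of 88 higher genes in disturbed areas, 7 had another measured probe outside them, whose median change was 0.32, with 1 of the 7 past 2-fold. For 18 higher genes outside the disturbed areas the median of the other probe was 0.56, with 6 past 2-fold. The pair of tests was chosen in sequence, and the areas themselves were defined from bright spots on the same arrays, so this remains a hypothesis.

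AKR1B10 and AKR1B15 were higher in HCT116 with miR-891b and almost unchanged in A549, where both are abundant. Carry-over of A549 RNA would need 0.482% of the sample. It is argued against by 16 other transcripts abundant in A549 and dim in HCT116 NC1, which lay below the level that share requires by a median log2 difference of -4.42, with 0 at that level. Stray fluorescence is argued against by the AKR1B10 probe in row 350, outside the disturbed areas, which changed by 4.05. Binding of AKR1B10 transcripts to the AKR1B15 probe cannot be told apart from a true change of AKR1B15, as the difference between the probes varied by only 0.227 over the 4 arrays while AKR1B10 varied by 12.2. Activation of NRF2 targets is a candidate explanation that stayed undecided. The 8 listed targets had a median change of 0.18 in HCT116, at percentile 98.4 of random lists and so just above the range the prediction named (up to 0.16). By that prediction alone the list would have spoken for it. It was judged open afterwards because NQO1 (-0.51), ALDH3A1 (-0.48) and SLC7A11 (-0.41), further targets, fell in HCT116. NQO1 and SLC7A11 had been left off the list because their values had already been seen, so the list was drawn without 2 targets known to fall.

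Probes with the 7-mer AAGTTGC were lowered in A549 by a mean difference of -0.43, the lowest of 9835 7-mers, which is consistent with a seed-directed effect of the transfected miR-891b. Base composition is argued against by the other 353 7-mers of the same bases, whose lowest difference was -0.28 and whose median was -0.013. A few strongly lowered probes are argued against by the difference in medians, also -0.43. The probes cover only part of each transcript, and the test says nothing about single targets, PSAT1 included.

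The same probes moved less in HCT116. A smaller spread of all changes in HCT116 is argued against, since the shift divided by the SD of all probes was -0.21 in HCT116 and -0.74 in A549, with a standard error of 0.10 each over probes that are not independent. Stray fluorescence is argued against by the HCT116 difference of -0.080 outside the disturbed areas. A lower transfection efficiency or a different time course in HCT116 may explain it, and neither was measured.

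NEAT1 was picked out after its values were seen. All 3 NEAT1 probes rose in both lines, by 0.92 to 1.27 in HCT116 and 1.42 to 2.10 in A549. No explanation was tested for it.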
